A study of Fragaria x ananassa with 6 samples. Its data were reported in "An atypical HLH transcriptional regulator plays a novel and important role in strawberry ripened receptacle" (2019).

How the data were processed

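Samples were grouped by the descriptions in GEO's labels into 3 control samples (empty vector) and 3 RNAi samples (FaPRE1-RNAi construct). One field of the labels calls the RNAi samples overexpressing, whereas their titles, sources and the series design name the RNAi construct, and the latter was followed. The study pooled fruits for each sample and took the achenes off before extraction. The deposited files are the authors' scanner output, 1 per array, made with Agilent Feature Extraction 10.7. Per the file headers, the columns of median spot signal, median local background and processed signal are intensity values, without any correction in the signal and background columns and with background subtraction, spatial detrending and dye normalization (linear and lowess) in the processed columns. Per the file headers, the log ratio column holds log10 of Cy5 over Cy3, and it was not used here. The deposited files also hold other columns of spot flags, from which background, outlier and saturation calls were taken. The authors treated each channel as a sample of its own. Mean spot signals, which had been planned, were not among the columns, and median signals took their place. The 3 arrays came from 1 slide and 1 scan, so there was no slide or scan batch to test.

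Values were computed in R 4.3.3 with limma 3.58.1. Background was corrected by normexp with an offset of 50 on median signal and median local background over all spots. Log ratios were normalized within each array by loess, with control spots and outlier spots at weight 0, and turned so that positive values mean higher in RNAi. Spots of a probe were averaged, and so were the probes of a gene, which mattered for 110 tested genes, 12 of which had probes that differed by over 1 log2 unit. The 2 probes without a gene name were left out. A probe was kept where at least 50% of its spots were well above background on all 3 arrays in the channel of at least 1 group, which left 21218 probes and 21098 genes. Normalized signals per sample were obtained after scaling between arrays (Aquantile).

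Genes were tested with lmFit and eBayes on 1 log2 ratio per array, so that the shared array acts as a block, and p values were adjusted by Benjamini-Hochberg over all genes tested, with calls at an adjusted p under 0.05. The replicate numbers pair the samples because the samples of a number share an array. The correlations across genes of their deviations from the group means were 0.43, -0.04 and 0.17 for replicates 1, 2 and 3, genes not being independent replicates. The log2 ratios of the arrays correlated across genes at 0.75, 0.81 and 0.86. The lowest correlation across genes was 0.963 between control samples and 0.992 between RNAi samples, and the highest between a control and an RNAi sample was 0.940.

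Gene lists were tested by camera with a preset correlation of 0.01, with an estimated correlation and fry as alternatives. The 4 lists of identifiers are those of the study. The 26 lists defined by keywords in gene descriptions were planned for the same test, but descriptions were at hand only for 371 genes that the study had selected on these samples (370 tested, 105 in a list), so members were counted and not tested for enrichment. No reference genome or annotation table was used here, and identifiers are those of the array. Gene symbols are those the study's text gives, and functions of described genes rest on the study's descriptions.

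The genes named were fixed by a rule: the 3 FaPRE genes, the genes that the study's text names, and the 10 described genes with the largest rise and the 10 with the largest fall among those called with the same sign on all 3 arrays. A further part, the members with the smallest p of each keyword list that passed its test, named none since those lists were not tested. Members of keyword lists named as examples, the genes that the array itself names for strawberry genes, and the spike-in scaling were chosen after values were seen. The groups, the tests, the other settings to be tried and the lists were set before the data were examined.

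Spike-in signals came from 10 control probes of 35 spots each. The signal of a sample was the log2 of the median background-subtracted signal of the kept probes' spots minus the mean log2 signal of the spike-in probes, and differences between groups were taken within each dye, with the labels permuted within each dye too, which leaves the array pairing aside. Alternatives were the processed signals, no background subtraction, median centring, no filter or a stricter filter on dim probes, no array block, a dye term, an intensity trend in eBayes, the methods' t-test, other thresholds, the brightest probe of a gene, leaving out each replicate, and, added after the data were seen, median centring over the kept genes and spike-in scaling.

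The procedure was tested on simulated data with 3 arrays and known changes. It recovered 0% of genes changed 1.5-fold, 29.9% of those changed 2-fold and 68.2% of those changed 4-fold, and called 3 of 20898 unchanged genes. Only 67, 67 and 66 of 21098 genes were changed at these folds, whereas 34.8% of genes were called in the data. The adjustment is stricter where few genes change, so these rates do not describe recovery in the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.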

Results

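Gene expression was measured in ripe strawberry (Fragaria x ananassa) receptacles after agroinfiltration of the fruit with an RNAi construct directed against FaPRE1 or with the empty vector. FaPRE1 encodes an atypical HLH protein, a class of regulators that lack the basic region through which bHLH proteins bind DNA. There were 3 RNAi samples and 3 control samples, hybridised on 3 arrays of 2 colours. Each array held 1 RNAi and 1 control sample under the same replicate number. The RNAi sample was labelled with Cy3 on the arrays of replicates 1 and 3 and with Cy5 on the array of replicate 2. Each array carried 62976 spots, of which 1319 were control spots, and the others represented 35116 gene names through 35335 probes. Spots well above background made up 60.7%, 64.7% and 72.7% of the gene spots in control samples 1, 2 and 3, and 44.2%, 60.4% and 47.7% in RNAi samples 1, 2 and 3. With 1 log2 ratio per array, the number of arrays limits the precision of every value.

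The arrays also held spots for spike-in transcripts, control RNAs from outside the plant. The log2 ratio of the median gene signal to the spike-in signal was -4.20, -3.65 and -3.19 in control samples 1, 2 and 3 and -5.62, -5.78 and -5.88 in RNAi samples 1, 2 and 3. Between samples of the same dye, RNAi minus control was -2.10 in Cy3 and -2.09 in Cy5 (2-sided exact permutation of the labels within each dye, p = 0.111, the smallest that its 9 arrangements allow). All changes below are log2 ratios of RNAi over control relative to the bulk of the genes on the same array. Against the spike-ins, the median of all genes lay at -2.13, so that a gene described as higher by less than about this amount has a negative value on that scale. The shift of -2.09, taken over the kept probes, was applied as 1 constant whose own error is not known. The control samples alone spread from -4.20 to -3.19. Values against the spike-ins are therefore given without a test, and those near 0 have no settled sign.

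**Figure D1:**
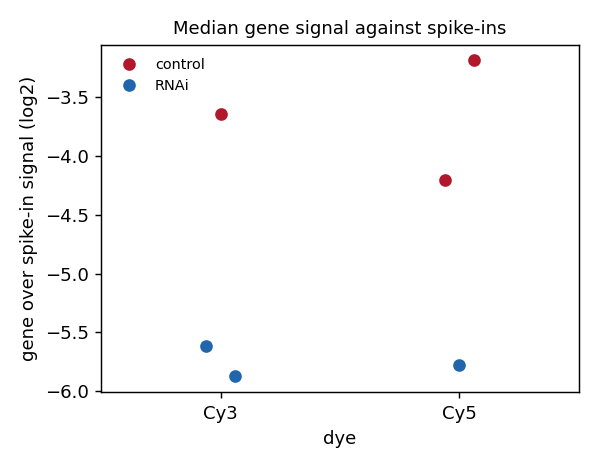
Log2 ratio of the median gene signal to the spike-in signal (vertical axis) in each of the 6 samples, by dye (horizontal axis); red points are control samples and blue points are RNAi samples. In Cy3 the RNAi samples lie at -5.62 and -5.88 and the control sample at -3.65, and in Cy5 the RNAi sample lies at -5.78 and the control samples at -4.20 and -3.19.

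The first comparison asked whether the transcripts of FaPRE1 and its relatives were lower in the RNAi receptacles. FaPRE2 (gene28320) fell by 1.15 on the log2 scale (SE 0.11, n = 3, adjusted p = 0.0016), or 2.23-fold, and was lower on 3 of 3 arrays. Its normalized log2 signal was 13.20 ± 0.08 (SD, n = 3) in control and 12.05 ± 0.04 (SD, n = 3) in RNAi samples. A probe that the array names FaPRE1 fell by 0.52 (SE 0.11, n = 3, adjusted p = 0.015). The probe of gene30478, the gene model that the study assigns to FaPRE1, gave a log2 ratio of -0.33 (SE 0.17, 95% interval -0.75 to 0.09, n = 3, adjusted p = 0.18), with -0.01, -0.76 and -0.21 on the arrays of replicates 1, 2 and 3, and did not pass the test. Its signal was 7.73 ± 0.50 (SD, n = 3) in control and 7.40 ± 0.16 (SD, n = 3) in RNAi samples. By quantitative PCR, the study found little or no FaPRE2 transcript in the receptacle, and FaPRE1 almost only in the ripe receptacle. The control signals here, 13.20 for FaPRE2 and 7.73 for gene30478, run the other way. Signals of different probes are not strictly comparable, and whether each probe reads the gene assigned to it was not tested. FaPRE3 (gene03986) was higher relative to the bulk of the genes by 0.74 (SE 0.11, n = 3, adjusted p = 0.0063), from 6.65 ± 0.18 to 7.39 ± 0.27 (SD, n = 3), but was at -1.35 against the spike-ins. All 4 probes were well above background in the 6 samples.

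The probe of gene30478 passed the test with the scanner software's processed signals, which differ in background, spatial and dye correction together (-0.87, adjusted p = 0.031). It did not pass where only the background subtraction was left out (-0.39, adjusted p = 0.11). That setting keeps the background in both channels, so it cannot show whether background handling made the difference. Its adjusted p values ran from 0.031 to 0.79 over the settings tried other than spike-in scaling. The probe named FaPRE1 was no longer called without replicate 2 (-0.51, adjusted p = 0.056) or without replicate 3 (-0.51, adjusted p = 0.10), nor with median centring of all spots in place of loess (-2.02, adjusted p = 0.054). Median centring of all spots also ended the calls of FaPRE2 (-2.68, adjusted p = 0.051) and FaPRE3 (0.53, adjusted p = 0.21). With the processed signals, FaPRE2 was at -1.26 and FaPRE3 at 1.48.

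**Figure D2:**
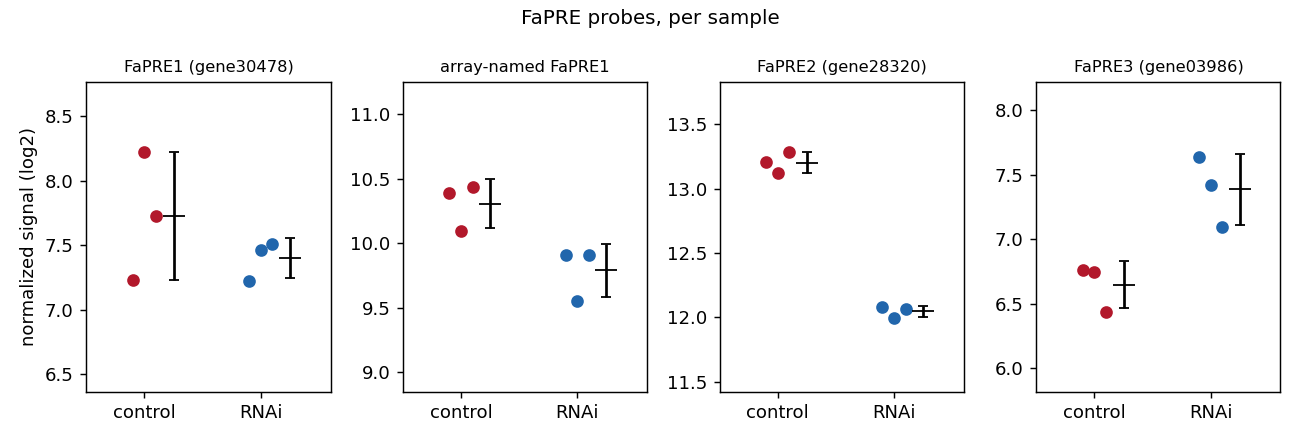
Normalized log2 signal (vertical axis) of the 4 FaPRE probes in control (red) and RNAi (blue) samples, one point per sample, with mean and SD as bars. The scale of each panel differs, so levels are not comparable between probes; FaPRE2 fell by 1.15, whereas FaPRE3 was higher by 0.74 relative to the bulk of the genes and at -1.35 against the spike-ins.

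The second comparison asked which genes changed their expression in ripe receptacles when FaPRE1 was targeted. All 3 described genes of anthocyanin and flavonoid synthesis and 14 of 15 of aroma synthesis fell in the RNAi samples. All described genes for structural wall proteins (8), auxin (5), photosynthesis (13), histones and DNA replication (7) and seed storage proteins (6) were higher relative to the bulk of the genes, whereas against the spike-ins their medians were 0.06, 0.55, -0.30, 0.50 and 1.36 in that order. Descriptions were at hand for 371 genes, all of which the study selected on these samples, so the counts by function below are not independent evidence of direction and were not tested for enrichment. The most strongly lowered described genes were both SKP1-like genes, gene18503 and gene18505, whose products belong to ubiquitin ligase complexes. Their log2 ratios were -5.64 (SE 0.32, n = 3, adjusted p = 0.00049) and -5.44 (SE 0.31, n = 3, adjusted p = 0.00050), a fall of 49.8-fold and 43.4-fold. The largest rise among described genes was that of gene25695, a GDSL esterase/lipase gene, by 4.99 (SE 0.24, n = 3, adjusted p = 0.00034), or 31.7-fold.

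Of 21098 genes tested, 7350 changed at an adjusted p under 0.05 in limma (34.8%), 3565 of them higher and 3785 lower, and 7349 had the same sign on the 3 arrays. The exception was gene11424 (-2.16, adjusted p = 0.049), with 0.01 on the array of replicate 1 and -3.17 and -3.32 on the others; it was singled out after its values were seen. Changes beyond 2-fold comprised 1306 genes higher and 992 lower, and changes beyond 4-fold comprised 279 higher and 135 lower. Among the lower genes, 189 were not well above background in any RNAi sample, and among the higher genes 6 were not well above background in any control sample. The count was 4304 without replicate 2 and 3458 without replicate 3. Median centring of all spots in place of loess gave 0 calls in limma, with 9061 genes at an unadjusted p under 0.05, and put the median of all genes at -0.86. On the loess-normalized signals per sample, the methods' t-test with Benjamini-Hochberg adjustment gave 4934 calls. It was not run with median centring. With the scanner software's processed signals, 8432 genes were called, 35.1% of them higher against 48.5% here, and the median of all genes lay at -0.21.

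FaMYB10 (gene31413), the R2R3-MYB regulator of anthocyanin synthesis, fell by 2.29 (SE 0.21, n = 3, adjusted p = 0.0016), from 12.89 ± 0.53 to 10.60 ± 0.16 (SD, n = 3). FaF3H (gene14611), a flavanone 3-hydroxylase, fell by 2.05 (SE 0.24, n = 3, adjusted p = 0.0030). Chalcone synthase, the entry enzyme of flavonoid synthesis, was represented by gene26825 and gene26826, at -1.85 and -1.84. All 3 described genes of the list for anthocyanin and flavonoid synthesis fell, with a median of -1.85. The described anthocyanidin reductase gene24665, an enzyme of proanthocyanidin synthesis, did not pass the test (0.63, adjusted p = 0.073) and was at -0.15 with median centring of all spots and -1.46 against the spike-ins.

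Of 15 described genes of aroma synthesis, 14 fell and 1 was higher, with a median of -2.54. FaAAT2 (gene07931) and FaAAT1 (gene34009), alcohol acyltransferases that form volatile esters, fell to ratios of -3.43 (SE 0.23, n = 3, adjusted p = 0.00073) and -2.54 (SE 0.13, n = 3, adjusted p = 0.00039). FaQR (gene28407), the quinone oxidoreductase of furaneol synthesis, fell by 3.48 (SE 0.21, n = 3, adjusted p = 0.00053). Both described nerolidol synthase genes, gene24674 and gene30669, fell, at -2.53 and -2.64. The exception was the benzyl alcohol O-benzoyltransferase gene27512, at 2.35, named after its values were seen. Outside that list, FaEGS2 (gene25260), a eugenol synthase, fell by 3.70 (SE 0.13, n = 3, adjusted p = 0.00031), and FaCAD1 (gene20700), a cinnamyl alcohol dehydrogenase, fell by 1.44 (SE 0.11, n = 3, adjusted p = 0.0010). FaEOBII (gene28435), a MYB regulator of eugenol synthesis, fell by 1.04 (SE 0.26, n = 3, adjusted p = 0.028), or to -2.55 with the processed signals, and was well above background in 2 of 3 RNAi samples. It was not called without replicate 2 (-1.06, adjusted p = 0.12), without the filter on dim probes (-1.04, adjusted p = 0.057), without the array as a block (-1.04, adjusted p = 0.081) or with a dye term (adjusted p = 0.082).

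Pectin-degrading genes went both ways, 6 higher and 4 lower of 10 described. FaPG1 (gene21638), a polygalacturonase of fruit softening, fell by 3.65 (SE 0.18, n = 3, adjusted p = 0.00034), and gene01127, an exopolygalacturonase-like gene, fell by 3.41 (SE 0.15, n = 3, adjusted p = 0.00031). FaRGlyase1 (gene31030), a rhamnogalacturonate lyase, fell by 1.53 (SE 0.11, n = 3, adjusted p = 0.00097), or to -3.47 with the processed signals, and was well above background in 1 of 3 RNAi samples. In contrast, the pectin lyase-like gene23429 was higher by 2.36 (SE 0.23, n = 3, adjusted p = 0.0018). The list's median was 1.83 here and -0.26 against the spike-ins. Of 8 described genes for xyloglucan, cellulose and expansin, 6 were higher and 2 lower, with a median of 1.57 here and -0.52 against the spike-ins. The xyloglucan endotransglucosylase/hydrolase gene01986 was higher by 3.50 (SE 0.51, n = 3, adjusted p = 0.0054), with 5.15 on the array of replicate 1 and 2.67 as its value without that replicate. The xyloglucan glycosyltransferase gene02631 (1.90, SE 0.12, adjusted p = 0.00057) and the expansin gene04435 (2.04, SE 0.17, adjusted p = 0.0012) were higher relative to the bulk of the genes but were at -0.19 and -0.06 against the spike-ins. All 8 described genes for structural wall proteins, such as fasciclin-like arabinogalactan proteins and extensins, were higher, with a median of 2.16 here and 0.06 against the spike-ins, while the 6 seed storage genes described further on had a median of 3.45. The beta-1,3-glucanase gene26607 was higher by 3.12 (SE 0.13, n = 3, adjusted p = 0.00031), and another, gene20426, by 1.88 (SE 0.14, n = 3, adjusted p = 0.0010), the latter being at -0.22 against the spike-ins.

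All 5 described auxin genes were higher, with a median of 2.64 here and 0.55 against the spike-ins, alongside 6 seed storage genes with a median of 3.45. The auxin genes included gene09384 (2.95, SE 0.18), an auxin efflux carrier, gene11861 (2.64, SE 0.14), an Aux/IAA repressor of auxin signalling, and gene24005 (2.81, SE 0.27), an amido synthetase that conjugates auxin to amino acids, with adjusted p values of 0.00054, 0.00039 and 0.0018. Of 4 described gibberellin genes, 3 were higher, among them gene30958 at 2.92 and gene06210 at 1.49, which encode DELLA proteins, repressors of gibberellin signalling, the second of them at -0.61 against the spike-ins. The other, gene31337, a gibberellin 2-oxidase, which inactivates gibberellins, fell by 1.63.

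All 13 described photosynthesis genes, mostly for chlorophyll a/b-binding proteins, were higher, with a median of 1.79 here and -0.30 against the spike-ins. All 7 described genes for histones and DNA replication were higher, with a median of 2.59 here and 0.50 against the spike-ins, and the histone H3 gene23941 was higher by 3.74 (SE 0.15, n = 3, adjusted p = 0.00031). The 3 described tubulin genes were higher, with a median of 2.22 here and 0.13 against the spike-ins, gene32477 among them being at -0.45 on that scale. Seed storage proteins, which belong to the achene, were represented by 6 described genes for legumins, a vicilin and an oleosin, all of them higher, with a median of 3.45 here and 1.36 against the spike-ins. The legumin gene08096 was higher by 4.63 (SE 0.25, n = 3, adjusted p = 0.00043), and the legumin gene08095 by 3.66 (SE 0.13, n = 3, adjusted p = 0.00031).

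The remaining described genes among the strongest rises were gene08608, an ascorbate oxidase homolog (4.08, SE 0.11), gene19731 and gene19159, which encode aspartyl proteases (3.82, SE 0.12, and 3.52, SE 0.14), gene09404, a laccase (3.57, SE 0.12), gene23829, a RALF-like signalling peptide (3.53, SE 0.30), and gene00687, an MLP-like protein (3.53, SE 0.21). Their adjusted p values lay between 0.00031 and 0.0013. With the processed signals, gene08608 was at 5.65, gene19731 at 4.44 and gene00687 at 4.13, and among the genes above FaEGS2 was at -4.65, gene23429 at 3.01, gene09384 at 4.14 and gene24005 at 4.16. Among the strongest falls of described genes were also gene30779 and gene30780, dioxygenase genes annotated as codeine O-demethylase-like (-4.11, SE 0.19, and -4.00, SE 0.12), and gene34259, annotated as a reverse transcriptase (-3.31, SE 0.12), with adjusted p values of 0.00034, 0.00031 and 0.00031. Genes without a description were not ranked.

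**Figure D3:**
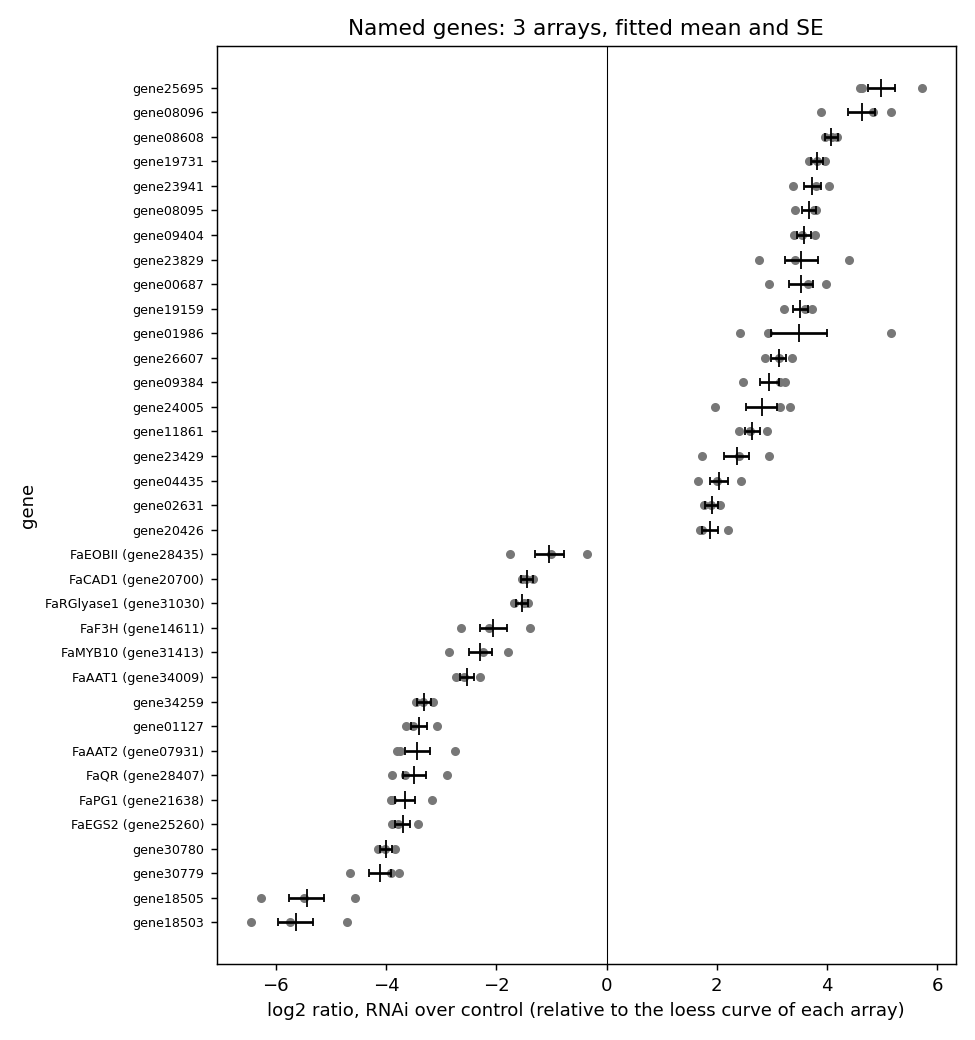
Log2 ratio of RNAi over control (horizontal axis), relative to the bulk of the genes on each array, for the named genes other than FaPRE genes (vertical axis); grey points are the 3 arrays, and bars give the fitted mean and SE. The fitted means run from -5.64 for gene18503 to 4.99 for gene25695; against the spike-ins, gene02631, gene04435 and gene20426 are at -0.19, -0.06 and -0.22, with no settled sign.

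The study's own gene lists were set against these ratios, although the study chose them on these samples, so they are not independent evidence of their direction. All 159 tested of 160 ripening-related genes that the study lists as lower fell, with a median of -1.91 (camera adjusted p = 5.7e-49). Of 211 genes more expressed in immature receptacles that the study lists as higher, 209 were higher, with a median of 2.04 here (camera adjusted p = 4.6e-60). Against the spike-ins their median was -0.06. The 2 others, gene24665 at 0.63 and the nitrate/peptide transporter gene26870 at 1.38 (adjusted p = 0.071), did not pass the test. The genes that the study selected as higher include the 6 seed storage genes, which belong to the achene and had a median of 3.45. The untested gene was gene31672, a glutathione S-transferase, which was well above background on all 3 arrays in neither group. Of the genes that the study's text names, 10 of 10 fell and 9 of 9 were higher relative to the bulk of the genes. Their medians were -2.41 and 2.64 (camera adjusted p = 1.1e-08 for both). Against the spike-ins the medians were -4.51 and 0.55, with gene02631, gene04435 and gene20426 at -0.19, -0.06 and -0.22. Adjusted over the list alone, the counts were 159, 211, 10 and 9. The 4 lists held with an estimated correlation (adjusted p = 0.017 for both long lists and 0.027 for both short lists).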

Values the study reported

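The study reported that 227 genes were down-regulated in the silenced ripe receptacles, of which 70% were ripening-related. It reported 276 up-regulated genes, of which 211 (76%) were more expressed in immature receptacles. Genes were selected there at a log2 fold change beyond ±2 with p ≤ 0.05. The receptacles silenced for FaPRE1 were said to show no visible change of phenotype.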

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

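The tests by dye and on the amount of RNA were chosen after the result was seen, whereas the test on bright probes was not. The spike-in spots, which had no weight in the normalization of the expression ratios, showed a difference between the groups: the log2 ratio of gene to spike-in signal differed by -2.09, RNAi minus control, or 4.26-fold, and in each dye every RNAi sample lay below every control sample. A difference between the dyes is argued against, since the gap was -2.10 in Cy3 and -2.09 in Cy5. Background that limits dim probes is also argued against, since the tenth of probes brightest in the control samples showed -2.31 (-2.50 in Cy3 and -2.12 in Cy5). These probes were picked on the control signal alone, which pulls their difference down by an amount that was not measured. A smaller amount of labelled plant RNA relative to the spike-ins and a smaller share of messenger RNA in the RNAi receptacles cannot be told apart, because both lower all probes alike (-2.09), and no measurement of messenger RNA per fruit is in the files. The biological explanation, fewer transcripts per amount of total RNA after FaPRE1 was targeted, remains untested.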

How the results depend on the processing

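The median centring over the kept genes and the spike-in scaling were chosen after the data were seen. Of 278 values of the 35 named genes besides FaPRE under 8 planned settings, 240 kept their direction and side of the threshold, 38 lost the call and 0 reversed. FaEOBII and FaRGlyase1 did not pass the stricter filter on dim probes and have no value under it. Of the 38 lost calls, 35 came from median centring of all spots and 3 were FaEOBII. Under that centring the named falls grew and the named rises shrank, such as FaMYB10 from -2.29 to -3.83 and gene20426 from 1.88 to 0.45. The median of the study's immature genes went from 2.04 to 0.69. Without 1 replicate each, 104 of 105 such values passed, FaEOBII without replicate 2 (-1.06) being the exception. The 4 list tests say nothing of stability, since the lists were chosen on these samples and 9 of the 10 splits of the samples called all 4.

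Median centring of all spots called 0 genes in limma (0 higher, 0 lower, smallest adjusted p 0.051, with 9061 at an unadjusted p under 0.05). FaPRE2 at -2.68, FaPRE3 at 0.53 and the probe named FaPRE1 at -2.02 were no longer called. Median centring over the kept genes, which differs only in the constant taken from each array, called 9686. Of these, 4720 were also called with loess, 4 of them with the opposite sign. The loss of all calls thus came with that constant and not with leaving out loess. The smallest adjusted p in limma with centring over the kept genes was 6.0e-37, against 0.00031 with loess. The error of 3 arrays alone cannot give so small a value, so the error was pooled over genes and 9686 is not a like count. Processed signals put FaPRE1 (gene30478) at -0.87, now called; the cause was not tested. The methods' t-test gave 410 genes at p of at most 0.05 with a log2 fold beyond 2 (279 higher, 131 lower), and 2366 lower genes after Benjamini-Hochberg adjustment. In limma the same threshold gave 417 (280 higher, 137 lower), a fold beyond 2 gave 2332 (1326 higher, 1006 lower), and an adjusted p under 0.01 gave 3419 (1840 higher, 1579 lower), fewer by construction. Spike-in scaling gave 20665 (110 higher, 20555 lower), by construction of its shift, a constant whose own error enters none of these calls, with FaPRE1 at -2.42, FaPRE3 at -1.35, gene02631 at -0.19, gene04435 at -0.055 and gene20426 at -0.22.

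Leaving out 1 replicate gave 3458 to 7125 genes, 1845 to 3468 higher and 1613 to 3657 lower, with fewer arrays; the probe named FaPRE1 ranged from -0.53 to -0.51 and lost its call without replicates 2 and 3. Without the array as a block, the pairing being known, 7358 genes were called, 6718 of them shared, and FaEOBII was the only named gene whose call changed. Signal over background limits what can be said of genes lower in RNAi, 189 of which were not well above background in any RNAi sample.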

Other observations

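The array itself gives 44 strawberry gene names, looked at after their values were seen. Of 42 tested, 28 fell, 3 were higher and 11 did not pass the test. The log2 ratio was -1.36 for FaANS, an anthocyanidin synthase, -1.45 for FaUFGT, a glucosyltransferase, -0.96 for FaDFR1, a dihydroflavonol reductase (adjusted p = 0.047, with -0.07 on the array of replicate 1), -2.19 for FaGST1, a glutathione S-transferase, and -1.99 for FaMATE, a transporter. FaDFR1C (-0.88, adjusted p = 0.086) and FaTT12 (-0.28, adjusted p = 0.12) did not pass the test. A second probe for the colour regulator, Famyb10, fell by 3.04. FaLAR, leucoanthocyanidin reductase, fell by 1.22, whereas FaANR1, anthocyanidin reductase, was higher by 1.29 relative to the bulk of the genes (adjusted p = 0.017) and at -0.81 against the spike-ins. The others that were higher were FaFbox1 at 1.03 and Faimp at 0.52, which were at -1.06 and -1.57 against the spike-ins. FaSKP1 fell by 5.16, and FaNAC1, a NAC factor, fell by 1.24. FabHLH1, named for a bHLH factor, fell by 1.31 (adjusted p = 0.016) and was not well above background in any RNAi sample. FaNCED3, named for the key step of abscisic acid synthesis, did not pass the test (-0.40, adjusted p = 0.086).

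Water and sugar transport genes were divided. Of 6 described aquaporin genes, 4 NIP genes fell, with ratios from -3.01 to -2.64, whereas gene23712, a PIP aquaporin of the plasma membrane, and gene25767, a TIP aquaporin of the vacuole, were at 2.81 and 3.47. The sugar transporter genes gene00933 (SWEET) and gene11877 were at -1.90 and 1.37, the latter at -0.72 against the spike-ins. Of 6 described defence genes, 4 were higher and 2 fell, the list's median being 2.21 here and 0.11 against the spike-ins, and those that fell were gene30565, a PR-4 gene, at -2.85 and the thaumatin gene09812 at -2.12. Of 2 described WRKY genes, gene28720 fell by 2.51 and gene12308 was at 1.24, or -0.85 against the spike-ins. The 2 described MYB genes, FaMYB10 and FaEOBII, fell. Single genes represented heat shock (gene02315, 2.95) and phenylpropanoid entry (gene15877, a 4-coumarate ligase, 2.65 here and 0.56 against the spike-ins). In the list of seed storage and late embryogenesis genes, 7 were higher and 1, gene31866, fell by 1.48. The keyword for ethylene found only gene28406 and gene28407, furanone reductases that match it by their spelling, and 6 lists had no described member: abscisic acid, brassinosteroid, ribosomal proteins, carotenoids, bHLH and NAC factors. All of these genes are among those the study selected on these samples.

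At the thresholds that the study states, 137 genes were lower and 280 higher in limma. The first is lower than the count quoted from the study above, whereas the second is close to it. At a fold, not a log2 fold, beyond 2, 1006 genes were lower, and the 159 tested ripening genes of the study's list had log2 ratios here of up to -1.04. The 211 genes of the study's list of higher genes had a median of 2.04 here and a lowest value of 0.63. The close counts of higher genes therefore do not mean that the same genes were selected.

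The test of low signal at FaPRE1 and the test of the seed storage genes were set before their results were seen, and the others here were chosen after. The log2 ratio of gene30478, which did not pass the test, was nearer to 0 than that of FaPRE2 (-0.33 against -1.15), with 95% intervals that did not overlap, although the difference itself was not tested. Of genes at a like level, 1.48% (95% interval 1.16% to 1.86%, 72 of 4855) had ratios at or below that of FaPRE2, so such ratios can be measured there. This does not decide whether low signal compressed the ratio of gene30478, since those genes may have fallen further than their ratios show. Compression may be part of the cause for gene30478, and whether it is all of it cannot be told, since processed signals gave -0.87 against -1.26 for FaPRE2. The array-named FaPRE1 probe was brighter, at 10.31 in control samples, and still fell less than FaPRE2, by 0.52 here and 0.66 with processed signals. Low signal is a weaker explanation for that probe, although whether it reads FaPRE1 was not tested. A probe that also reads the RNAi hairpin could hide a fall, and the probe that the array names FaPRE1, at -0.52, leaves this open because probe sequences were not used here. The biological explanation, a stronger fall of FaPRE2 than of FaPRE1, was not tested here. The study measured the FaPRE transcripts in RNAi and control receptacles by quantitative PCR and checked selected array genes in the same way. Those values were not used here.

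The 6 seed storage genes were higher in the RNAi samples on every array, with medians of 3.41, 3.75 and 3.46 and single ratios from 2.88 to 5.16, and were well above background in every control sample too. Achene tissue left in the RNAi pools in varying amounts could raise them. Their deviations from the group means correlated no more than those of other genes, at percentile 45.5 of random lists, which does not decide it, since a like amount in every pool would leave no such correlation. The biological explanation, expression in a less ripe receptacle, remains untested, and the study chose all 6 genes on these samples.

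Of the 10 splits of the 6 samples into groups of 3, the real one called 7358 genes without the array as a block and the highest of the others 0, although one of them had 2092 genes at an unadjusted p under 0.05. As many as 4 of 4 lists were called in 9 of the 10 splits, the highest of the others being 4; the lists were chosen on these samples, and every other split holds 2 samples of 1 kind against 1, so it keeps part of the difference between the groups. With 10 splits, a share under 0.05 cannot be reached (1 and 9 of 10). A gene-specific effect of the dyes as the source of the changes is argued against, since the array with RNAi in Cy5 correlated with the mean of those with RNAi in Cy3 at 0.848 across genes.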
